A study of Mus musculus with 6 samples. Its data were reported in "Dysregulated ac4C modification of mRNA in a mouse model of early-stage Alzheimer’s disease" (2025).

How the data were processed

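Hippocampal tissue of 3-month-old mice was sequenced by the authors as 1 mRNA library per sample, with 3 5xFAD and 3 WT samples. Per the study's methods, mice were perfused with saline, ribosomal RNA was depleted, and libraries were made with a low-input kit and sequenced as paired-end reads. Reads were trimmed with cutadapt 1.9.3, aligned to mm10 with HISAT2 2.0.4 and counted per gene with HTSeq 0.9.1, and the authors compared the groups with edgeR 3.16.5, with versions from the submitters' processing notes. The annotation release and the strand setting of the counting are not given in the sources used here, so values of genes that overlap on opposite strands are uncertain. The study's methods describe the sex of the mice in more than 1 way, and sex was not analysed here.

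The deposited values used here are raw read counts per gene, without normalization by the authors. The table also held 6 per-sample columns of the authors' normalized values, which were not used. Groups came from the sample titles. The study calls the samples independent, but which mouse each came from is not given in the sources used here. The p-values of the gene tests therefore measure the spread between these samples. Those of the gene list test with a preset correlation (camera) and of the pathway terms set genes against other genes, so they do not measure that spread. Total counts per library, 18997677 to 23873280, set the precision of low genes. Reads without molecular identifiers are not independent molecules, so floors cover counting error only.

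Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, which left 13937, and libraries were scaled by TMM. The main test was the two-sided edgeR quasi-likelihood test on genotype with all 6 libraries and no block, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. A further count also required a fold change of 2 or more. The standard error of a log2 fold change was its size over the square root of the F statistic. CPM used the TMM effective library sizes. With 3 against 3 samples the smallest two-sided exact p of a single value is 0.1, so no such test was used.

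The gene lists, 30 in all, the rule for named genes and the alternatives not marked as chosen later were fixed before the data were examined. The rule took (a) the 14 largest rises and the 8 largest falls among genes past the threshold with a mean of at least 1 CPM and no overlap of the groups, (b) genes of the model and the study, among them App, Thy1, Grin1, Map2, Dnajc6 and Nat10, and (c) up to 4 members of each list with the smallest adjusted p. Of part (c) the members with the smallest adjusted p are named as examples. Some genes that the rule takes are not reported here, and all others were run under every alternative that keeps the gene. Ly86, Lgals3bp and Nov were chosen after their values were seen. The lists were tested with camera in limma 3.58.1 on voom log2 CPM with a preset correlation of 0.01, adjusted over the 29 lists with a tested member, and again with an estimated correlation and with fry. A list member at 0 in all libraries of a group was also set to a floor of 3 counts per library.

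The steps were tested on simulated counts drawn from the real genes' means, library sizes and dispersion trend, with 200 genes changed and 1 draw per simulation. The dispersion of a gene thus followed its expression level only. The trend was fitted without the GC and length term, so a simulated GC trend adds to scatter it may already hold. For 5xFAD against WT on 13891 genes, 98.5% of 4-fold, 88.1% of 2-fold and 40.9% of 1.5-fold changes were recovered, with 5 false calls. With a GC trend added to 2 libraries on 13893 genes, recovery of these fold changes without the GC and length term was 96.9%, 71.6% and 28.4%, with 26 false calls. With the term it was 95.4%, 82.1% and 47.8%, with 4 false calls. The main test was run without the term. In a simulation on 13892 genes that raised the lysosome list, camera called that list and 1 of the 28 other lists, which held 2 of the genes changed at random. Simulated genes were drawn independently, while the estimated correlation in the real ependymal list, for one, was 0.78. The simulation therefore cannot show how often camera calls real lists falsely.

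GC content and length were those of a gene's longest protein-coding transcript in GENCODE release M21 (GRCm38, the build of mm10), available for 99.4% of tested genes. Coordinates are from the same annotation, which may differ from the one the authors counted with. The GC and length term was a natural spline with 4 degrees of freedom on each, fitted per library and used as an offset. The other alternatives were DESeq2 size factors, upper-quartile scaling and library totals, no low-count filter and the study's detection rule, DESeq2 1.42.0, the edgeR exact test, limma-voom with and without library quality weights, the replicate number as a block, leaving out each library, and removing erythroid, mitochondrially encoded and sex-linked genes before scaling.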

Results

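The data were mRNA sequencing counts from the hippocampus of 3-month-old mice, in 3 5xFAD samples and 3 wild-type (WT) samples. The 5xFAD mouse carries human transgenes with familial Alzheimer's disease mutations, APP among them, under the mouse Thy1 promoter, and forms amyloid plaques. The question was which hippocampal mRNAs differ between the genotypes at this early age. Total counts were 22132716, 21440700 and 21547538 in WT replicates 1 to 3 and 21387867, 18997677 and 23873280 in 5xFAD replicates 1 to 3. The table held 17385 genes, all protein-coding. By the rule of a count above 1 in at least 2 of the 3 libraries of a group, 15429 genes were detected in WT and 15403 in 5xFAD, with 15076 in both. All fold changes are 5xFAD over WT, and levels of a gene are CPM (counts scaled to the effective library size) as mean ± SD with n = 3 per group.

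The 5xFAD libraries were more scattered than the WT libraries. Spearman correlations of log2 CPM across genes were 0.993 to 0.996 between WT libraries, 0.976 to 0.994 between 5xFAD libraries and 0.972 to 0.994 between the groups, where genes are not independent replicates. On the more variable 6969 genes, the first principal component held 52.6% of the variance. Scores on it were 17.9 and 46.1 for 5xFAD replicates 1 and 2, -2.14 for 5xFAD replicate 3, and -25.3 to -14.9 for the WT libraries. The smallest chi-square per gene between libraries of a group was 4.04, well above sampling noise, so no library was a copy of another.

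GC-rich transcripts were lower and GC-poor transcripts higher in 5xFAD replicates 1 and 2 than in WT. The Spearman correlation across genes between a library's deviation from the WT mean and transcript GC content was -0.52 in 5xFAD replicate 1, -0.66 in 5xFAD replicate 2 and -0.07 in 5xFAD replicate 3, and lay between -0.06 and 0.06 in the WT libraries. A fit with a GC and length term per library and a fit of 5xFAD replicate 3 alone against WT, both chosen after seeing the data, are therefore given for named genes and lists that they move across the threshold.

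**Figure D1:**
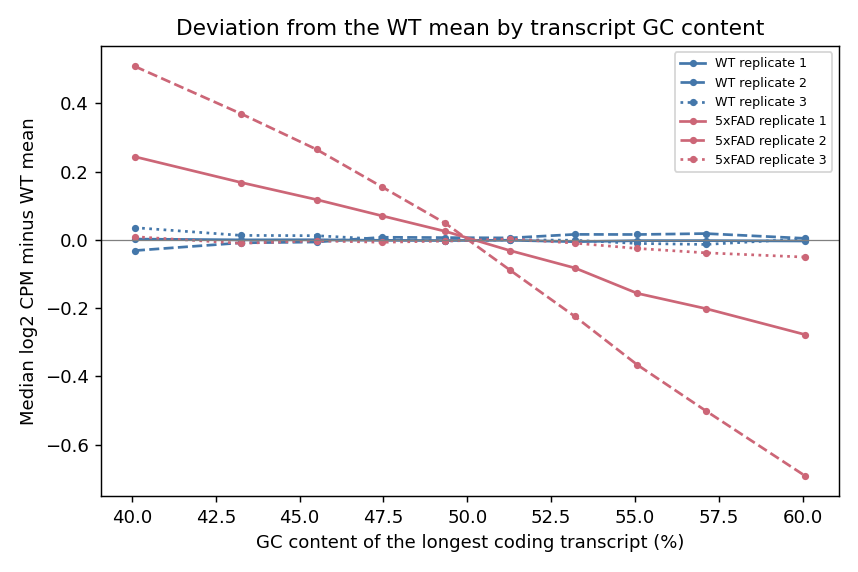
Median deviation of log2 CPM from the WT mean (vertical axis) in 10 bins of transcript GC content in percent (horizontal axis), with 1 line per library. The lines of 5xFAD replicates 1 and 2 go from 0.24 and 0.51 in the lowest bin to -0.28 and -0.69 in the highest, while the other libraries stay between -0.05 and 0.04.

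Thy1, whose promoter drives the transgenes, was higher in all 3 5xFAD libraries. Thy1 (ENSMUSG00000032011, chromosome 9, 44043384 to 44048579, plus strand, GRCm38) rose from 850 ± 37.1 to 2824 ± 470 CPM, a log2 fold change of 1.73 (SE 0.12, edgeR quasi-likelihood test, adjusted p = 0.00126). Its counts were 17785 to 19139 in WT and 58555 to 59242 in 5xFAD. Mouse App (ENSMUSG00000022892, chromosome 16, 84949685 to 85173766, minus strand), which encodes the amyloid precursor protein, had 1961 ± 89.0 CPM in WT and 1844 ± 145 CPM in 5xFAD (log2 fold change -0.09, SE 0.08, adjusted p = 0.519). Whether reads of the human transgenes were counted at mouse genes is not given in the sources used here.

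A small set of genes differed between the genotypes. Of 13937 genes tested, 106 passed an adjusted p of 0.05 by edgeR's quasi-likelihood test, 93 higher and 13 lower in 5xFAD. At a fold change of 2 or more 74 passed, 68 higher and 6 lower, which was 0.531% of genes tested. It was 0.470% of the genes detected in either group, some of which were not tested. With the study's detection rule as the filter, 71 of 15756 genes tested passed at 2-fold or more. The largest rise among the named genes was that of Cst7, which encodes cystatin F, an inhibitor of lysosomal cathepsins (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944, plus strand), from 0.275 ± 0.167 to 24.5 ± 1.98 CPM, a log2 fold change of 6.46 (SE 0.29, adjusted p = 3.5e-04). On the log2 scale Itgax, the integrin CD11c, rose by 4.50, the chemokine genes Cxcl10 and Ccl6 rose by 3.73 and 3.00, the SLAM family receptor genes Ly9 and Slamf9 rose by 3.39 and 2.49, and Cd52 rose by 2.57. Cybb, a subunit of the phagocyte NADPH oxidase, rose by 2.36, Fam46c by 2.23, the macrophage gene Mpeg1 by 2.10, the complement receptor gene C3ar1 by 2.01, Cd180 by 2.01, Samsn1 by 1.96 and Cd86, a costimulatory ligand, by 1.93. Beside the erythroid genes described further on, the largest falls among the genes reported here that passed with a mean of at least 1 CPM were in Cort, the neuropeptide cortistatin (-1.11, SE 0.15, adjusted p = 0.023), AI836003 (-1.06), Vgf, a neuronal secretory protein (-0.89), and the adhesion molecule gene Mcam (-0.75). Vgf went from -0.89 (SE 0.13, adjusted p = 0.030) to -0.47 (SE 0.10, adjusted p = 0.077) with the GC and length term, so its call ended because the fall became smaller (adjusted p over all alternatives from 2.3e-07 to 0.396). All 106 genes had the 3 5xFAD libraries on one side of the 3 WT libraries, as did 28.3% of genes tested, where chance gives 10%. That 10% assumes no trend shared by many genes within a library. With the GC trend in 5xFAD replicates 1 and 2, the share cannot be read as an effect of the genotype.

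The number of changed genes depended on single libraries. Without WT replicates 1, 2 and 3 in turn 12, 17 and 14 genes passed, and without 5xFAD replicates 1, 2 and 3 in turn 20, 227 and 3229. At 2-fold or more these counts were 12, 17, 14, 20, 100 and 358. Of the 106 genes 11 passed in each of these fits, namely Cst7, Ccl6, Mpeg1, Lyz2, Ctss, Gfap, Thy1, Hbb-bs, Hba-a1, Ly86 and Lgals3bp, so every other call named here was lost without at least 1 library. Adding the GC and length term, 179 genes passed, 98 of them among the 106. Without that term, the simulation with a GC trend gave 26 false calls, so some of the 106 may be false. With 5xFAD replicate 3 alone, assumed to vary like the WT libraries, 123 passed, 62 of them among the 106. In that fit Cxcl10, Slamf9, Cybb, Samsn1, Cd86, Cort, AI836003, Mcam, Ifit3, Irf7 and Osmr kept their direction but did not pass (adjusted p from 0.058 to 0.191), while B2m (0.91, adjusted p = 0.011) and Ttr (0.94, adjusted p = 0.0033), which did not pass with all libraries, did. DESeq2 called 507 genes, the edgeR exact test 567 and limma-voom with library quality weights 7378, and each of these sets included all 106. These larger sets come from the same libraries, so this is no independent check of the 106.

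**Figure D2:**
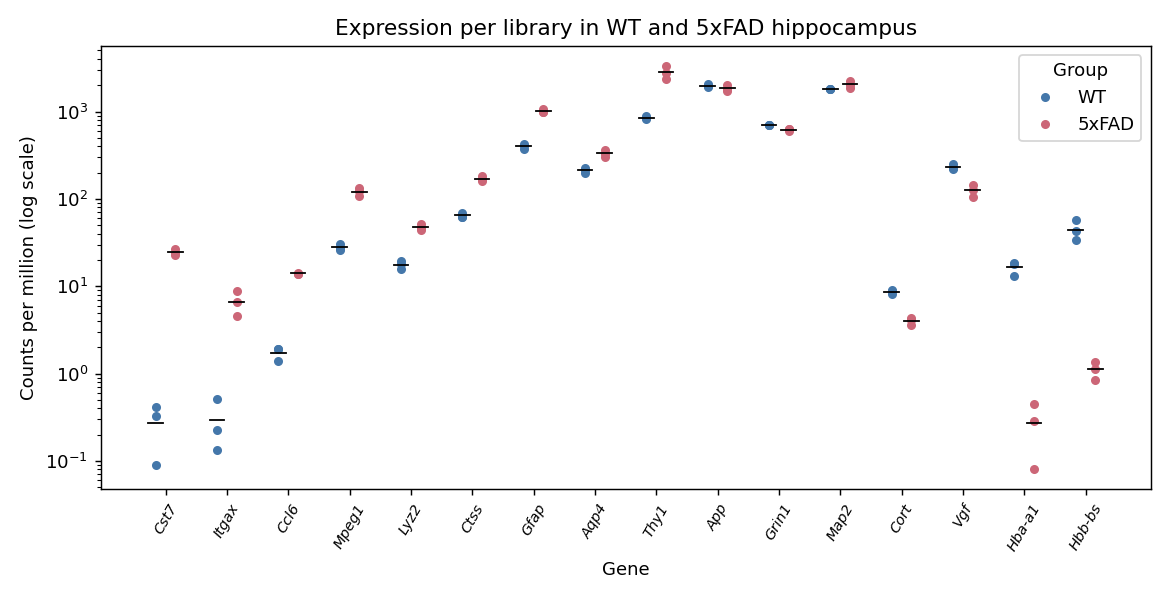
CPM on a log scale (vertical axis) of 16 named genes (horizontal axis) in each WT and 5xFAD library, where points are libraries and black bars are group means. Cst7, Itgax, Ccl6, Mpeg1, Lyz2, Ctss, Gfap, Aqp4 and Thy1 lie higher in all 3 5xFAD libraries than in any WT library. Cort, Vgf, Hba-a1 and Hbb-bs lie lower, while App overlaps. By CPM, Grin1 was also lower and Map2 higher in all 3 5xFAD libraries than in any WT library. Neither passed (edgeR quasi-likelihood test, adjusted p = 0.239 and 0.306), and 28.3% of genes tested were separated in this way.

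Genes of plaque-associated microglia, the immune cells that gather at amyloid, rose as a group. Of 23 measured members 10 rose and none fell (19 adjusted over the list alone), with a mean log2 fold change of 1.40 (limma camera, adjusted p = 1.2e-17, and adjusted p = 0.017 with an estimated correlation). Beside Cst7, Ccl6 and Itgax, the lysozyme gene Lyz2 rose from 17.7 ± 1.91 to 47.1 ± 4.01 CPM. Of 17 homeostatic microglia genes 9 rose and none fell (14 adjusted over the list alone), with a mean of 0.63 (camera adjusted p = 4.0e-12, and adjusted p = 0.070 with an estimated correlation). Gpr34 rose by 1.36 and Olfml3 by 0.78. In the complement list 3 of 13 genes rose (7 adjusted over the list alone), namely C3ar1 (2.01), C1qb (1.09) and Itgb2 (1.32), and the mean was 0.65 (camera adjusted p = 9.4e-06, and adjusted p = 0.091 with an estimated correlation). In the lysosome list 6 of 22 genes rose (13 adjusted over the list alone), and the mean was 0.46 (camera adjusted p = 5.6e-11, and adjusted p = 0.070 with an estimated correlation). Ctss, the protease cathepsin S, rose from 64.9 ± 4.12 to 170.0 ± 10.8 CPM, Ctsz by 1.15 on the log2 scale and Gusb, a beta-glucuronidase, by 0.89. Ctsz is also in the plaque-associated list. Of the 29 lists tested, the plaque-associated list alone passed with an estimated correlation. Its estimate, -0.0099, was below the preset 0.01, as were those of the CA1 and CA3 pyramidal list (-0.059) and the thalamus and striatum list (-0.015). The adjusted p of these lists still rose, so a higher correlation does not account for it there. The 2 settings also differ in degrees of freedom, which camera takes from the genes with a preset correlation. With an estimated one it takes them from the libraries, which are far fewer, so p is higher even at an equal correlation. Most other lists had estimates above 0.01. Adding the GC and length term, the members that rose went from 10 to 12 in the plaque-associated, 9 to 8 in the homeostatic, 3 to 7 in the complement and 6 to 10 in the lysosome list.

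Interferon response genes rose together, 5 of 20 (16 adjusted over the list alone), with a mean of 0.89 (limma camera, adjusted p = 9.9e-13, and adjusted p = 0.070 with an estimated correlation). Ifit3 rose by 1.04, Oasl2 by 1.49 and Irf7 by 1.10. The antigen presentation list had a mean of 0.46 (camera adjusted p = 0.0026, and adjusted p = 0.304 with an estimated correlation). None of its 13 members passed by edgeR's quasi-likelihood test or limma-voom, 6 had an unadjusted p under 0.05, 4 passed adjusted over the list alone, and DESeq2 and the exact test called 2 each. B2m, the light chain of class I molecules, had 105 ± 11.5 and 338 ± 148 CPM (edgeR adjusted p = 0.060). Adding the GC and length term, B2m was at 1.36 and passed (edgeR adjusted p = 0.014, with a range over all alternatives from 2.7e-07 to 0.317), as did 3 genes of the list in all. Without 5xFAD replicate 3 this list did not pass (camera adjusted p = 0.10, with a range over all alternatives from 3.4e-08 to 0.304).

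Gfap, the intermediate filament gene of astrocytes (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912, minus strand), rose from 402 ± 25.2 to 1016 ± 39.7 CPM, a log2 fold change of 1.34 (SE 0.08, edgeR adjusted p = 4.8e-04). The reactive astrocyte list had 3 of 16 genes raised (4 with the GC and length term), Gfap, Cxcl10 and the oncostatin M receptor gene Osmr (0.99). Adjusted over the list alone 4 were higher and 1 lower, and the list mean was 0.33 (limma camera, adjusted p = 0.018, and adjusted p = 0.304 with an estimated correlation). The mean rested largely on Cxcl10 (3.73) and Gfap (1.34). The list median was 0.20, and 10 of the 16 members were above 0. This list did not pass without WT replicate 2 or without 5xFAD replicate 3 (camera adjusted p = 0.10 in both, with a range over all alternatives from 8.6e-05 to 0.304). Among 14 general astrocyte markers 1 rose (1 adjusted over the list alone), the water channel gene Aqp4 (0.64), and the list mean was 0.03 (camera adjusted p = 0.368), or 0.09 with 5xFAD replicate 3 alone, where the list passed (camera adjusted p = 0.031, with a range over all alternatives from 0.031 to 0.923). In the cholesterol synthesis list 1 of 16 genes rose (10 adjusted over the list alone), Fdft1 was at 0.48 (edgeR adjusted p = 0.053, and 0.016 with the GC and length term, with a range over all alternatives from 5.8e-05 to 0.367), 6 genes rose with that term, and the mean was 0.34 (camera adjusted p = 1.4e-07, and adjusted p = 0.070 with an estimated correlation).

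Synaptic genes showed no detectable shift as groups. None of 23 excitatory synapse genes and none of 24 presynaptic vesicle genes passed by edgeR's quasi-likelihood test, over all genes or adjusted over the list alone, and 6 and 7 had an unadjusted p under 0.05. DESeq2 called 0 and 1 of them, and the exact test and limma-voom called none. The mean log2 fold changes were 0.0099 and 0.0049 (limma camera, adjusted p = 0.796 and 0.683), and camera's direction was down in both. With 5xFAD replicate 3 alone the presynaptic mean was -0.061 and passed (camera adjusted p = 0.0044, with a range over all alternatives from 0.0044 to 0.880), and with the GC and length term and without 5xFAD replicate 3 the excitatory mean was 0.11 and passed (camera adjusted p = 0.014, with a range from 0.014 to 0.980). Homer1 was at 0.44 and Shank1 at -0.39 in the excitatory list, and Cplx1 was at -0.34 and Cplx2 at 0.34 in the presynaptic list. Grin1, the obligatory NMDA receptor subunit (ENSMUSG00000026959, chromosome 2, 25291181 to 25319187, minus strand), had 705 ± 2.62 CPM in WT and 622 ± 17.1 CPM in 5xFAD, a log2 fold change of -0.18 (SE 0.07, edgeR adjusted p = 0.239). With the GC and length term Grin1 was at 0.16 (adjusted p = 0.481, with a range over all alternatives from 0.0014 to 0.953). The dendritic microtubule gene Map2 (ENSMUSG00000015222) was at 0.16 (adjusted p = 0.306), Dnajc6, the clathrin uncoating factor auxilin (ENSMUSG00000028528), at -0.04 (adjusted p = 0.796), and Nat10, the RNA cytidine acetyltransferase that writes ac4C (ENSMUSG00000027185), at 0.0099 (adjusted p = 0.965). The ac4C and RNA modification list had a mean of 0.08 (camera adjusted p = 0.351), and none of its 13 genes passed by edgeR, DESeq2, the exact test or limma-voom, with 2 at an unadjusted p under 0.05, while Ythdc1 was at 0.54 and Mettl3 at 0.30.

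Lists of neuron types and hippocampal subregions moved by small amounts, and none passed with an estimated correlation. GABAergic interneuron genes had a mean of -0.20 (limma camera, adjusted p = 0.012, and adjusted p = 0.335 with an estimated correlation). None of 18 passed by edgeR's quasi-likelihood test or limma-voom, 4 had an unadjusted p under 0.05, and DESeq2 and the exact test called 2 each. Sst, somatostatin, was at -0.41 and Slc32a1, the vesicular GABA transporter, at -0.78. Of 15 CA1 and CA3 pyramidal cell genes Pou3f1 (-0.54) and Mpped1 (-0.47) fell and none rose (4 lower and 2 higher adjusted over the list alone), with a mean of -0.21 (camera adjusted p = 0.024, and adjusted p = 0.208 with an estimated correlation). With the GC and length term Pou3f1 was at -0.08 and did not pass (edgeR adjusted p = 0.797, with a range over all alternatives from 5.0e-05 to 0.897), while Mpped1 (-0.35, adjusted p = 0.034), Spink8 (-0.67, adjusted p = 0.035) and Nov (-0.53, adjusted p = 0.033) passed. The list did not (camera adjusted p = 0.083, with a range from 0.0025 to 0.237). Dentate gyrus genes had a mean of 0.44 (camera adjusted p = 7.7e-05, and adjusted p = 0.330 with an estimated correlation), with Stxbp6 at 0.68 and Trpc6 at 0.72. None of these 14 passed by edgeR's quasi-likelihood test or limma-voom, 6 had an unadjusted p under 0.05, 3 passed adjusted over the list alone, and DESeq2 and the exact test called 3 each.

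Thalamus and striatum genes, from neighbouring regions, had a mean of -0.36 (limma camera, adjusted p = 0.0036, and adjusted p = 0.118 with an estimated correlation), with Shox2 at -1.55 and Tcf7l2 at -0.47. None of 16 passed by edgeR's quasi-likelihood test, DESeq2, the exact test or limma-voom, and 3 had an unadjusted p under 0.05. Activity-regulated genes had a mean of 0.03 (camera adjusted p = 0.830), with Homer1 at 0.44 and Inhba at 0.81. None of 20 passed by any of these 4 tests, and 8 had an unadjusted p under 0.05. With the GC and length term this mean was 0.15 and passed (camera adjusted p = 0.038, with a range over all alternatives from 0.013 to 0.993). Without 5xFAD replicate 3 the interneuron, pyramidal and thalamus lists did not pass (camera adjusted p = 0.143, 0.068 and 0.10).

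Red blood cell transcripts fell in all 3 5xFAD libraries. Hbb-bs, an adult beta globin (ENSMUSG00000052305, chromosome 7, 103826534 to 103828096, minus strand), went from 44.5 ± 11.7 to 1.11 ± 0.258 CPM, a log2 fold change of -5.32 (SE 0.27, edgeR adjusted p = 3.8e-04). The alpha globin genes Hba-a1 and Hba-a2 had log2 fold changes of -5.99 and -4.51. Alas2, the erythroid heme synthesis enzyme, had 25 to 38 counts in the WT libraries and none in 5xFAD, at least 10.2-fold lower against a floor of 3 counts per library. Globin genes come in near-identical pairs, so how reads were split within a pair is uncertain. Of 10 measured erythroid genes 4 fell and none rose (5 lower adjusted over the list alone, and 5 with the GC and length term), with a mean of -2.85, or -2.39 with Alas2 at its bound (limma camera, adjusted p = 9.4e-06, and adjusted p = 0.208 with an estimated correlation).

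Markers of the other cell types that hippocampal tissue can hold went in both directions. Meningeal fibroblast genes had a mean of -0.84 (limma camera, adjusted p = 6.3e-04, and adjusted p = 0.454 with an estimated correlation), endothelial and mural genes -0.39 (camera adjusted p = 8.4e-05, and adjusted p = 0.336 with an estimated correlation) and oligodendrocyte and myelin genes -0.26 (camera adjusted p = 7.8e-05, and adjusted p = 0.304 with an estimated correlation). None of their 15, 17 and 18 members passed by edgeR's quasi-likelihood test or limma-voom, with 8, 6 and 9 at an unadjusted p under 0.05, 2, 6 and 7 lower adjusted over the list alone, and 2, 4 and 6 called by DESeq2 and by the exact test. The collagen genes Col1a1 and Col1a2 were at -1.03 and -1.03, smooth muscle actin Acta2 at -1.01, Vtn at -0.61, Olig2 at -0.56 and the myelin gene Mog at -0.49. Mog passed with the GC and length term (-0.52, edgeR adjusted p = 0.028, with a range over all alternatives from 1.9e-04 to 0.490). Choroid plexus genes had a mean of 0.64 (camera adjusted p = 0.0019, and adjusted p = 0.336 with an estimated correlation). None of these 13 passed by edgeR's quasi-likelihood test or limma-voom, 5 had an unadjusted p under 0.05, 3 passed adjusted over the list alone, DESeq2 called 2 and the exact test 3, and Ttr, transthyretin, had 84.1 ± 6.47 and 280 ± 127 CPM (edgeR adjusted p = 0.059). Ttr passed with the GC and length term (1.55, edgeR adjusted p = 0.025, with a range over all alternatives from 1.8e-07 to 0.319). With 5xFAD replicate 3 alone the choroid plexus mean was 0.18 and did not pass (camera adjusted p = 0.053, with a range over all alternatives from 4.6e-04 to 0.336).

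Oligodendrocyte precursor genes (mean -0.13, camera adjusted p = 0.333), ependymal genes (mean -0.20, camera adjusted p = 0.683) and infiltrating leukocyte and border macrophage genes (mean -0.18, camera adjusted p = 0.683, 5 of 20 genes tested) did not pass as lists. By edgeR's quasi-likelihood test none of their members passed, 2, 0 and 0 had an unadjusted p under 0.05, and 1 precursor gene was lower adjusted over the list alone. DESeq2 called 2 precursor genes, the exact test 1 and limma-voom none, and none of these called an ependymal or leukocyte gene. Without WT replicate 3 the ependymal mean was -0.50 and passed (camera adjusted p = 0.0048, with a range over all alternatives from 0.0048 to 0.977), and without WT replicate 2 it was 0.16.

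Of the lists on metabolism and RNA quality, oxidative phosphorylation genes had a mean of -0.13 (limma camera, adjusted p = 0.018, and adjusted p = 0.454 with an estimated correlation) and heat shock and unfolded protein response genes 0.20 (camera adjusted p = 0.045, and adjusted p = 0.304 with an estimated correlation). None of their 25 and 18 genes passed by edgeR's quasi-likelihood test or limma-voom, 4 and 6 had an unadjusted p under 0.05, 1 heat shock gene was higher adjusted over the list alone, and DESeq2 and the exact test each called 0 and 1. Uqcrc1, of respiratory complex III, was at -0.24 and the stress-induced Atf3 at 1.65. Oxidative phosphorylation did not pass without 5xFAD replicate 2 (camera adjusted p = 0.079), and its mean was 0.02 with 5xFAD replicate 3 alone. The heat shock list did not pass without WT replicates 1 and 3 in turn or 5xFAD replicates 1 and 3 in turn (camera adjusted p = 0.136, 0.107, 0.057 and 0.104). Cytosolic ribosomal protein genes had a mean of -0.06 and mitochondrially encoded genes, 5 of 13 tested, a mean of 0.31, and neither list passed (camera adjusted p = 0.683 for both). None of their members passed by edgeR's quasi-likelihood test or limma-voom, with 3 and 4 at an unadjusted p under 0.05, and DESeq2 and the exact test each called 0 and 1. Adjusted over the list alone 3 mitochondrially encoded genes were higher and 1 lower, and the list passed fry in either direction (adjusted p = 0.025). Its mean was -0.03 with the GC and length term and -0.12 with 5xFAD replicate 3 alone. With 5xFAD replicate 3 alone the ribosomal mean was 0.12 and passed (camera adjusted p = 6.2e-08). The sex-linked list had no gene tested.

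**Figure D3:**
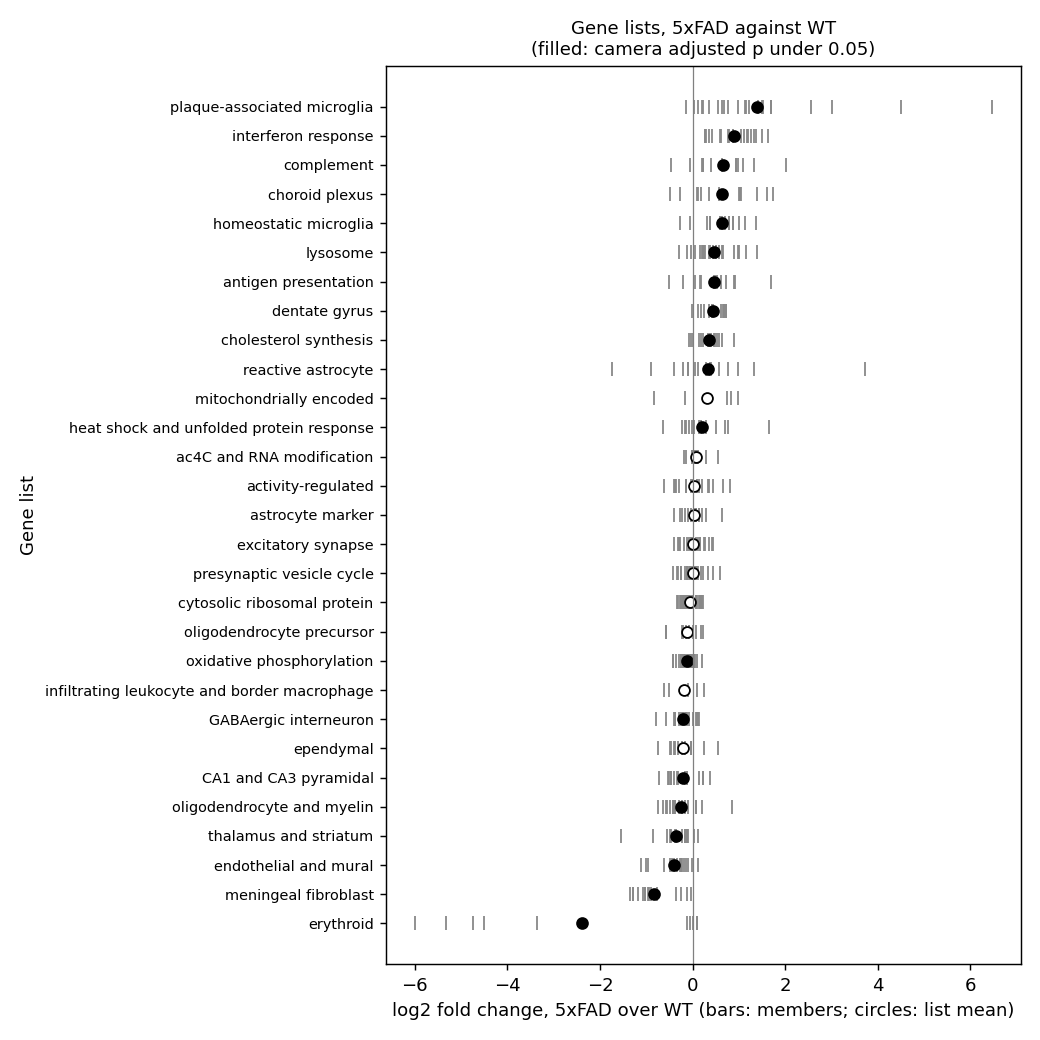
Log2 fold change, 5xFAD over WT (horizontal axis), for 29 gene lists (vertical axis), where grey bars are tested members, circles are list means, and filled circles passed limma camera with the preset correlation of 0.01. Alas2 in the erythroid list is drawn at its bound, and the plaque-associated microglia list has the highest mean (1.40) and the erythroid list the lowest (-2.39).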

Values the study reported

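The study reported 16,237 reliably detected mRNAs in WT and 16,108 in 5xFAD, with 15 found in WT alone and 16,108 shared. Elsewhere it gave 16,123 for WT. It gave a correlation of R = 0.9942 between the groups' mean mRNA levels. At an adjusted p-value below 0.05 and a fold change above 2, it found 0.47% of mRNAs to differ. Its methods describe the threshold of 0.05 for that comparison without an adjustment.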

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

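The fits with a GC and length term and the fit of 5xFAD replicate 3 alone were chosen after the data were seen. The number of changed genes, 106, was 101 to 108 with DESeq2 size factors, upper-quartile scaling, protein-coding genes only (which removed none), no low-count filter, the study's detection rule, limma-voom, and without erythroid, mitochondrially encoded and sex-linked genes. It was 69 with library totals, 507 with DESeq2 (331 higher, 176 lower), 567 with the edgeR exact test (362 higher, 205 lower), 7378 with quality weights (3664 higher, 3714 lower), 179 with the GC and length term, and 53, 248 and 1169 with that term and without 5xFAD replicates 1, 2 and 3 in turn. Leaving out 1 library gave 12 to 3229 genes. At 2-fold or more, where the main count was 74, DESeq2 gave 170, the exact test 205, quality weights 509, the GC and length term without 5xFAD replicates 1 and 3 in turn 41 and 173, and leaving out 1 library 12 to 358. The cause of these differences was not tested. The 106 genes kept their direction wherever tested, except 1 with the GC and length term and without 5xFAD replicate 3. Of the 6 transgene and study genes 1 passed, Thy1, and 4 with quality weights, Thy1, App, Grin1 and Map2. Of the lists 19 passed, against 1 with an estimated correlation, 10 with fry and 14 with fry in either direction. In the similarity of libraries, the first component's 52.6% was 55.0% on all tested genes and 47.6% to 61.6% with 1 library left out. Alternatives for FPKM or TPM values were not run, since the table gives counts. Depth limits low genes, such as those at 0 in a group.

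The replicate numbers did not pair the samples. Same-numbered libraries had correlations of their deviations of -0.0077, -0.028 and -0.036, and none matched its own number best. With the replicate block 20 genes passed, all 20 at 2-fold or more, and 102 with the block and the GC and length term.

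Values that changed sign are given as log2 fold changes of genes or list means, and the cause was not tested. With library totals they were -0.023 (Nat10), -0.0077 (list astrocyte marker), -0.028 (list excitatory synapse), -0.034 (list presynaptic vesicle cycle) and -0.0048 (list activity-regulated). With quality weights they were 0.10 (Mrc1), -0.0033 (list excitatory synapse) and -0.0016 (list presynaptic vesicle cycle), and with the replicate block -0.0069 and -0.0071 for these lists. With 5xFAD replicate 3 alone they were 0.087 (Gpr17), 0.15 (Cbr2), -0.073 (mt-Nd4), -0.048 (list excitatory synapse), -0.061 (list presynaptic vesicle cycle, camera adjusted p = 0.0044), -0.024 (list activity-regulated), 0.27 (list infiltrating leukocyte and border macrophage), 0.12 (list cytosolic ribosomal protein), 0.016 (list oxidative phosphorylation), -0.12 (list mitochondrially encoded) and -0.019 (list ac4C and RNA modification). With the GC and length term they were 0.16 (Grin1), -0.046 (Rpl5) and -0.030 (list mitochondrially encoded), and with the replicate block added 0.15 (Grin1), 0.046 (Foxj1), -0.050 (Rpl5) and -0.032 (list mitochondrially encoded). With the term and without 5xFAD replicate 1 they were 0.19 (Grin1), 0.12 (Foxj1), -0.036 (Rpl5), 0.026 (Uqcrc1), 0.0067 (list cytosolic ribosomal protein), -0.072 (list mitochondrially encoded) and -0.0096 (list ac4C and RNA modification). With the term and without 5xFAD replicate 2 they were 0.010 (Grin1), 0.0077 (Gpr17), -0.015 (list presynaptic vesicle cycle), 0.041 (list infiltrating leukocyte and border macrophage), 0.061 (list cytosolic ribosomal protein, camera adjusted p = 0.012) and -0.0080 (list mitochondrially encoded). With the term and without 5xFAD replicate 3 they were 0.28 (Grin1), 0.041 (Syp), 0.027 (Nr4a1), -0.0059 (Ptprz1), 0.16 (Foxj1), -0.065 (Cd163), 0.11 (Pou3f1), -0.12 (Rpl5), 0.070 (Uqcrc1), 0.00026 (Sdhb) and -0.021 (list astrocyte marker).

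Leaving out 1 library gave ranges that cross 0 of -0.83 to 0.15 for Ccdc153, -0.082 to 0.013 for Dnajc6, -0.22 to 0.096 for Mrc1 and -0.070 to 0.10 for Nat10. For lists they were -0.020 to 0.087 (list activity-regulated), -0.0041 to 0.058 (list astrocyte marker), -0.15 to 0.043 (list cytosolic ribosomal protein), -0.50 to 0.16 (list ependymal), -0.018 to 0.025 (list excitatory synapse), -0.39 to 0.063 (list infiltrating leukocyte and border macrophage) and -0.031 to 0.032 (list presynaptic vesicle cycle).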

Other observations

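The tests in this part were chosen after the result was seen, except those of GC correlations at equal depth, on T cells and on the splits for 2-fold changes and lists, and the genes named in this and the next paragraph were chosen after their values were seen. The 93 raised genes were compared with the pathway terms in the deposited table, against the 4953 tested genes with a term, of which 58 were raised. Of 276 terms 13 passed (one-sided hypergeometric test, adjusted over the terms), where genes are not independent. Osteoclast differentiation, a term that shares genes with macrophages, held 10 raised genes where 1.22 were expected (hypergeometric adjusted p = 6.7e-05), among them Trem2, Tyrobp, Spi1 and the Fc receptor genes Fcgr2b and Fcgr3. Phagosome held 9 (1.37 expected, hypergeometric adjusted p = 4.7e-04) and Toll-like receptor signaling 7, with Tlr2, Tlr7 and Cd14 (0.890 expected, hypergeometric adjusted p = 0.0013).

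With the GC and length term further genes passed by edgeR's quasi-likelihood test that did not pass without it. The complement genes C1qa, C1qc and C4b were at 1.18, 1.12 and 1.15 on the log2 scale, the class I genes H2-K1 and H2-D1 at 0.70 and 0.87, the microglial transcription factor gene Irf8 at 1.43, Grn and Hexa, of the lysosome, at 0.81 and 0.66, and the proliferation marker Mki67 at 1.08. Ide, an enzyme that degrades insulin and amyloid beta, was at -0.61 and the interneuron gene Crhbp at -0.73. In the same fit Sez6 (-0.22, edgeR adjusted p = 0.410) no longer passed, and over all alternatives its adjusted p ranged from 4.7e-05 to 0.679.

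Detection in WT but not in 5xFAD, by a count above 1 in at least 2 libraries of a group, was found for 353 genes, and in 5xFAD but not in WT for 327. The count for WT alone is higher than the value quoted from the study above.

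The 5xFAD replicates 1 and 2 stood apart from the other 4 libraries in their correlation with GC content and their positive scores on the first component. By Spearman correlation of log2 CPM, 5xFAD replicate 1 was nonetheless closer to 5xFAD replicate 3 (0.994) than to 5xFAD replicate 2 (0.991). A lower depth of 5xFAD replicates 1 and 2 is argued against, since the total of 5xFAD replicate 1 was 99.8% of the lowest WT total. However, that of 5xFAD replicate 2, the library farthest apart, was 88.6%. With all libraries thinned to the lowest total, so at equal depth, replicates 1 and 2 still had scores of 17.6 and 45.0 on the first component and correlations with GC content of -0.52 and -0.66, although thinning moved these values little. A GC content bias of these libraries is a candidate explanation, with correlations of -0.52 and -0.66 in them and values within 0.1 of 0 in the other 4. An effect of the genotype stays open, since 5xFAD replicate 3 (-0.075) is a single library. The labels give no batch.

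Erythroid transcripts were lower in all 3 5xFAD libraries. GC content and length are argued against, since the median log2 fold change of the 4 called members was -5.54 with the GC and length term and all 4 passed. The test planned for blood left in the WT tissue needed the neutrophil genes S100a8 and S100a9, but it could not be run because both missed the count filter. The value given instead, 15 counts of these genes in all 6 libraries together, was chosen after the counts were seen. More blood in the WT tissue and an effect of the genotype on red cells cannot be told apart here, since all 3 WT libraries were higher.

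Thy1 was higher in all 3 5xFAD libraries, while App did not pass. T cells, which express Thy1, are argued against, since the most abundant of 5 T cell genes in 5xFAD, Lck, stood at 0.0842% of the Thy1 excess. More neuronal RNA is argued against too, since the synaptic list mean farther from 0 was 0.0099. Transgene reads counted at Thy1 may be the source, as the lowest 5xFAD library was 2.68 times the highest WT library, but gene counts do not show which exons the reads cover, so this stays open.

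As a hypothesis, a uniform rise in microglial number was tested for the lists of plaque-associated and homeostatic microglia. The difference of their mean log2 CPM was 0.63 higher in the lowest 5xFAD library than in the highest WT library, which a uniform rise alone would not give. With 9 plaque-associated and 3 homeostatic genes that other brain cells also express left out, chosen after the values were seen, it was 0.97 higher. A change in number together with a change in state was not tested.

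The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 106 changed genes, 74 at 2-fold or more and 19 lists, and the highest of the other splits gave 0, 0 and 16, so 1 split gave as many in each case. Lists passed in every split, 2 to 16 in the others, and why was not tested.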
